A study of Saccharomyces cerevisiae with 6 samples.

How the data were processed

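Direct RNA sequencing on nanopores reads native polyadenylated RNA molecules from the 3′ end, so that each read gives both the identity of a transcript and, from the electrical signal over the homopolymer, the length of its poly(A) tail. The 6 libraries came from budding yeast (*Saccharomyces cerevisiae*) in 3 groups of 2: the reference strain BY4741 (wild type), a strain with a degron on Dcp2, and a strain with degrons on Ccr4 and Pop2. Per the labels, all cultures grew at 30 °C in rich medium to an optical density of 0.4 and received 100 µM of the auxin IAA and 1 µM β-estradiol for 1 h, RNA was extracted with hot phenol, and libraries were made with the SQK-RNA002 kit. The wild type received the same additions.

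A single deposited table covers the series. It holds, per the file headers, a read count for each gene and library, which is not normalized. Beside each count it holds a median, taken here as the median poly(A) tail length of the gene's reads in nucleotides (nt), because the table is named after nanopolish, a program that estimates tail length. The authors also gave, for each group, the mean tail length of both libraries, a mean of both raw counts (a coverage signal that is not scaled for depth), and the log2 of that mean after division by its median over genes. A further column gives the number of libraries with a value, which is 6 for all 4909 genes, so only genes with a value in all libraries were analysed. The labels and headers do not state the basecaller, the aligner, the annotation, the genome build, the rule for assigning reads to genes or the use of strand. No coordinates are therefore given. In the identifiers of 247 genes the suffix "exon" is present.

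Groups and replicate numbers were taken from the sample titles. The 12 columns of counts and medians were matched to the titles by the strain name in the column name. Columns ending in 2 were taken as replicate 2, and the unnumbered column of each strain was taken as replicate 1 by elimination. The number of columns of per-sample values that matched no sample was 0. The pairing used below comes from these replicate numbers: the labels do not say that libraries with equal numbers were grown, prepared or sequenced together. Whether they deviate together was checked with the correlation, over genes, of their deviations from the group means. It averaged 0.81 for log2 CPM (counts scaled to a common library size) and 0.15 for log2 tail length over the 3 pairs of groups. Results are therefore given without and with the replicate number as a block.

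Total counts over the listed genes ranged from 1067250 to 8450296 per library, a range of 7.92 times. In replicate 1 of the Ccr4/Pop2 degron, counts of all genes named below for RNA level in that strain were multiples of 4. Examples are 20, 568 and 6844, and no other library showed this. The total of 8450296, the median of 432 per gene and the lowest count of 20 in that library are multiples of 4 as well. The counts of that library may therefore not be numbers of separate reads. Its depth, its read minimums, its Wilson interval and its weight in the count models are uncertain. A floor of 3 reads corresponded to between 0.321 and 2.42 CPM. Intervals for shares of reads are Wilson intervals at 95% and cover counting error only. No gene had fewer than 20 reads in replicate 1 of either degron, while the other libraries held between 178 and 788 such genes, and the lowest count in both of these libraries was 20. How the genes were selected is not stated in the labels or headers. Replicates were counted as separate samples, as the labels give them. A check for a library deposited more than once compared the counts of both replicates of each group and gave a chi-square per degree of freedom of 64.6, 41.2 and 109, so no pair held the same counts within sampling noise.

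RNA levels were compared with edgeR 4.0.16 in R 4.3.3, with TMM scaling, filterByExpr (which removed 0 genes), glmQLFit and glmQLFTest on all 6 libraries in a single model without a block. P-values were adjusted with the Benjamini-Hochberg method and genes with an adjusted p-value under 0.05 were called. Log2 CPM values carried a prior count of 1. Standard errors were obtained as the size of the log2 change divided by the square root of the F statistic. Tail lengths were compared with limma 3.58.1 (lmFit, eBayes) on the log2 scale for the 3949 genes with at least 20 reads in every library. The tail length of the median gene was compared with a two-sided exact permutation test, which cannot give a p-value below 0.333 with 2 against 2 libraries. The 137 cytoplasmic ribosomal protein genes (symbols starting with RPL or RPS and a digit, and the 5 genes RPP0, RPP1A, RPP1B, RPP2A and RPP2B, without RPP1, which encodes a subunit of another enzyme) were tested as a set with limma's camera at its preset correlation between genes of 0.01. These 4 set tests were adjusted together. The preset treats the genes of the set as nearly independent. If they move together between libraries, camera's p-values are too small. Relations across genes are Spearman coefficients, 5 in all, given without p-values because genes are not independent replicates.

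The grouping, the tests, the gene set, most of the alternatives and the rule for naming genes were fixed before the data were examined. By that rule, the genes named for each degron against the wild type are up to 5 with the largest increase and up to 5 with the largest decrease in RNA level, among those with an adjusted p-value under 0.05, a mean of at least 20 reads and both degron libraries beyond both wild-type libraries. For tail length the rule asked for up to 3 in each direction, and no gene qualified in either contrast. DCP2, CCR4 and POP2 were named in addition; CCR4 was not analysed here. Because the model without a block called 0 and 4 genes, the rule was also applied to the model with the block, and that step was chosen after the data were seen. The comparison of the median gene between both degron strains was likewise added later.

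Alternatives included DESeq2 1.42.0 (without independent filtering or a Cook's distance limit), RLE and total-count scaling, other read minimums, only the 2 groups compared, tail lengths without a logarithm or centred per library, and leaving out each replicate. Combinations of the block with other choices were chosen after the data were seen. Both kinds of model were tested on simulated data built from the real means, library sizes and replicate differences. The simulated replicate difference was shared by all groups, and the simulated spread came from the model with the block. That model was therefore right by construction. Its recovery does not test the pairing or the number of calls in the real data. With 200 of 4906 genes changed by 2 on the log2 scale, the count model without a block recovered 0% of them, and with the replicate block it recovered 98.5%, with a false share of 6.64% among its calls. With 200 of 3949 genes changed by 1 on the log2 scale in tail length, recovery was 86% without the block and 100% with it, where 5.66% of calls were false.

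Gene names came from the table. Gene lengths, GC content, overlaps and neighbours came from a reference annotation of assembly R64, which matched 4908 of the 4909 genes for length and 4907 for GC content. Figures were drawn with matplotlib 3.10.9.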

Results

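Poly(A) tail length and RNA level were measured per gene in yeast cells in which factors of messenger RNA decay had been depleted. Dcp2 is the catalytic subunit of the enzyme that removes the 5′ cap, and Ccr4 and Pop2 are the deadenylases of the Ccr4-Not complex, which shorten the poly(A) tail. In the degron strains these proteins carry a tag that directs their destruction when auxin is added. The series set out to compare each depleted strain with the wild type BY4741, which received the same auxin and estradiol treatment. The degron strains also differ from the wild type in transgenes and in other alleles that the labels list, so the comparisons are between strains and not of the depletion alone.

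The wild-type libraries held 1857632 and 1751159 reads over 4909 genes, the Dcp2 degron libraries 1067250 and 1967303, and the Ccr4/Pop2 degron libraries 8450296 and 1825046 (replicates 1 and 2). The median gene had 83 and 54 reads in the wild type, 75 and 91 in the Dcp2 degron, and 432 and 66 in the Ccr4/Pop2 degron. The values 8450296 and 432 are counts that may not be numbers of separate reads, as stated above. The Spearman coefficient between replicate counts across genes was 0.889 in the wild type, 0.9004 in the Dcp2 degron and 0.904 in the Ccr4/Pop2 degron.

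Libraries differed along the replicate number. Deviations from the group means in log2 CPM correlated across genes between same-numbered libraries at 0.804 for the wild type and the Dcp2 degron, 0.823 for the wild type and the Ccr4/Pop2 degron, and 0.794 for both degrons. Each group had its replicate 1 library below its replicate 2 library on the first principal component, which carried 49.1% of the variance, while the second carried 27.1%. For log2 tail length the same correlations were 0.257, 0.148 and 0.0548. The coefficient for replicate 2 minus replicate 1 correlated across genes with log2 gene length at -0.534. The spread between replicates used by a model without a block therefore contained a component shared by all 3 groups.

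**Figure D1:**
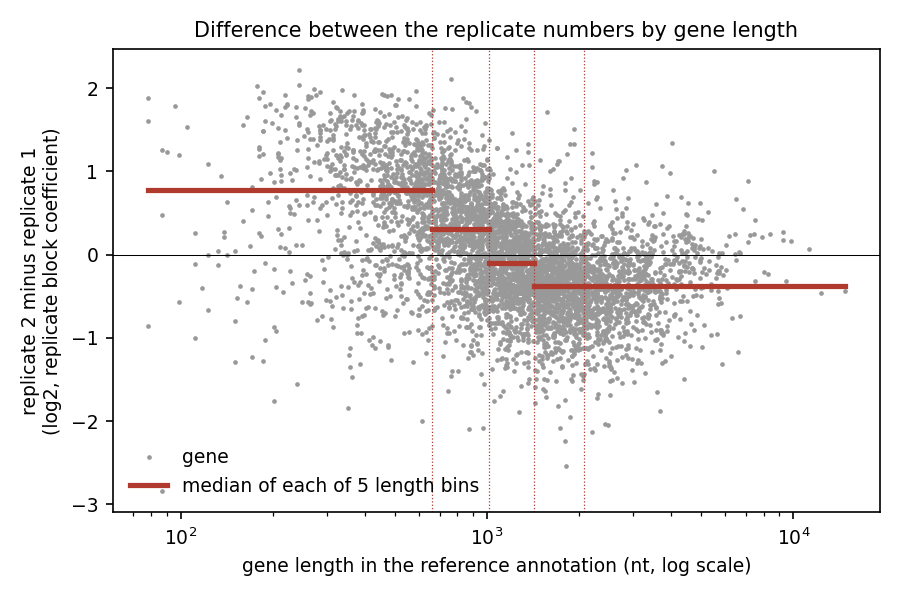
Coefficient for replicate 2 minus replicate 1 (log2, from edgeR with the replicate number as a block) against gene length in nucleotides in the reference annotation of assembly R64, on a log axis, for 4908 genes. Red bars are the medians of 5 length bins of nearly equal gene number, which go from 0.78 in the shortest genes to -0.37 in the longest.

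The RNA of the targeted genes was examined first. DCP2 (YNL118C) stood at 52.8 ± 2.70 CPM (SD, n = 2) in the wild type and at 22.8 ± 0.0689 CPM (SD, n = 2) in the Dcp2 degron, from 99 and 68 reads against 37 and 45. Its log2 change was -1.21 with a standard error of 0.267, and the adjusted p-value of edgeR's quasi-likelihood test was 0.258. With the replicate number as a block, given the pairing correlation of 0.804, the change was -1.20 and edgeR's adjusted p-value 0.000273. In the Ccr4/Pop2 degron DCP2 stood at 54.7 ± 7.53 CPM (SD, n = 2), with 60 and 49 CPM in replicates 1 and 2, on either side of the wild-type values of 51 and 55 CPM. POP2 (YNR052C) measured 60.2 ± 14.6 CPM (SD, n = 2) in the wild type, 37.3 ± 9.10 CPM in the Ccr4/Pop2 degron and 43.1 ± 12.4 CPM in the Dcp2 degron. Its log2 changes of -0.68 and -0.49 had edgeR adjusted p-values of 0.716 and 0.599. With the replicate number as a block they were -0.69 and -0.48, with adjusted p-values of 0.00694 and 0.0487, and total-count scaling without the block turned the change in the Dcp2 degron to 0.039. The median tail of DCP2 went from 35.0 ± 3.92 nt in the wild type to 43.9 ± 0.205 nt in the Dcp2 degron (SD, n = 2). That is a log2 change of 0.33 (limma, adjusted p-value 0.233), where all genes had a median of -0.22. A degron acts on the protein, so these RNA values do not measure the depletion. Whether the tag alters the RNA of its own gene or the assignment of reads to it was not tested.

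Tail length was then compared over the 3949 genes with at least 20 reads in every library. The tail of the median gene measured 38.4 and 42.9 nt in the wild type (40.6 ± 3.18 nt, SD, n = 2), 31.4 and 38.8 nt in the Dcp2 degron (35.1 ± 5.17 nt, SD, n = 2), and 50.6 and 51.6 nt in the Ccr4/Pop2 degron (51.1 ± 0.651 nt, SD, n = 2). In the Ccr4/Pop2 degron it was 10.5 nt longer than in the wild type, with same-numbered differences of 12.3 and 8.69 nt, and both libraries lay above both wild-type libraries. The two-sided exact permutation test gave 0.333, the smallest p-value this design allows. Averaging genes by their reads gave 7.82 nt, the alternative that moved this difference most. In the Dcp2 degron the tail of the median gene differed from the wild type by -5.52 nt. Averaging genes by their reads gave -2.96 nt, and leaving out each replicate gave -9.175 to -1.865 nt. Same-numbered differences were -6.93 and -4.11 nt, yet the groups overlapped, with an exact permutation p-value of 0.667. Between both degrons the difference was 16 nt, with same-numbered differences of 19.2 and 12.8 nt and an exact permutation p-value of 0.333.

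**Figure D2:**
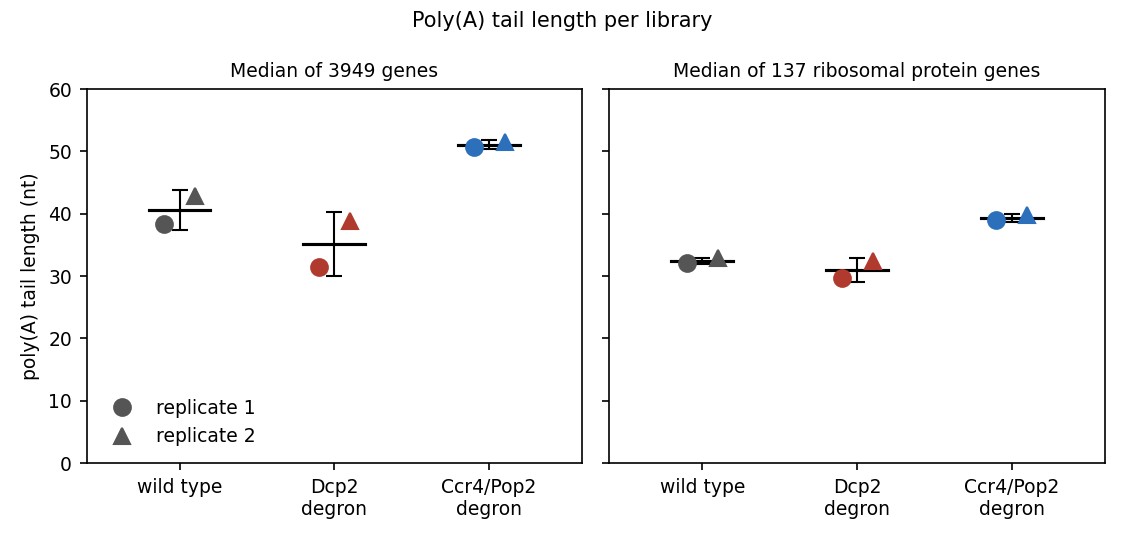
Median poly(A) tail length in nucleotides per library, over 3949 genes (left) and over 137 ribosomal protein genes (right). Circles are replicate 1, triangles replicate 2, and bars the mean and SD of 2 libraries; the Ccr4/Pop2 degron libraries, at 50.6 and 51.6 nt on the left, lie above the other 4 libraries in both panels.

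Gene by gene, 3554 of the 3949 genes had longer tails in both Ccr4/Pop2 degron libraries than in both wild-type libraries and 10 had shorter ones, where chance would give 16.7% in each direction. In the Dcp2 degron 66 genes lay above and 1774 below both wild-type libraries. Single genes did not pass the threshold against the wild type. limma called 0 genes in the Dcp2 degron (793 at an unadjusted p-value under 0.05) and 0 in the Ccr4/Pop2 degron (1136). With the replicate number as a block, for which the tail-length correlation of same-numbered libraries averaged 0.153, the counts were again 0 (1146 unadjusted) and 0 (1790 unadjusted). A model of only the wild type and the Ccr4/Pop2 degron, without the block, called 2336 genes in place of 0, of which 2335 were longer. Directly between the degrons, limma called 2749 genes, 2748 longer and 1 shorter in the Ccr4/Pop2 degron, and 3313 with the replicate number as a block, 3312 of them longer. Centring each library on its median left 0 calls (893 at an unadjusted p-value under 0.05).

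RNA levels were compared next. For the Dcp2 degron against the wild type, edgeR's quasi-likelihood test called 0 of 4909 genes, with 579 at an unadjusted p-value under 0.05. With the replicate number as a block, given the pairing correlation of 0.804, it called 1834 genes, 866 higher and 968 lower. Scaling by total counts moved the median log2 change of all genes to 0.51 and the split under the block to 2490 higher and 300 lower, so directions are relative to the median gene. Applied to the model with the block, a step chosen after the data were seen, the naming rule gave TAR1 (YLR154W-C), HSP12 (YFL014W), YLR154C-H, RTC3 (YHR087W) and PCK1 (YKR097W) as the largest increases. HSP12, a small heat shock protein gene, rose from 18.4 ± 7.05 to 564 ± 269 CPM (SD, n = 2), a log2 change of 4.91 with a standard error of 0.181 and an edgeR adjusted p-value of 5.98e-13 with the block (0.139 without). RTC3 rose from 43.5 ± 13.6 to 894 ± 243 CPM (SD, n = 2), a log2 change of 4.37. PCK1 rested on 4 and 1 reads in the wild type against 53 and 45, with a log2 change of 4.12. TAR1 changed by 7.63 on the log2 scale, from 2 and 8 wild-type reads to 721 and 1809, and YLR154C-H by 4.78, from 66 and 35 reads to 1320 and 1838. In the reference annotation both overlap ribosomal RNA genes, so reads could not be assigned to them with certainty. The largest decreases among the listed genes were MET6 (YER091C), ARG1 (YOL058W), CLN2 (YPL256C), ADE17 (YMR120C) and HXT2 (YMR011W), with log2 changes between -2.25 and -1.95. MET6, ARG1 and CLN2 had 20, 21 and 24 reads in replicate 1 of the Dcp2 degron. No gene under 20 reads there is listed, so stronger decreases could be missing. CLN2, which encodes a G1 cyclin, fell from 49.9 ± 2.22 to 12.5 ± 3.33 CPM (SD, n = 2), with an edgeR adjusted p-value of 5.56e-06 with the block (0.169 without). MET6 differed between the wild-type libraries themselves, at 90.0 and 27.4 CPM.

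For the Ccr4/Pop2 degron against the wild type, edgeR's quasi-likelihood test called 4 genes, all higher, with 392 at an unadjusted p-value under 0.05. With the replicate number as a block, given the pairing correlation of 0.823, it called 1327 genes, 698 higher and 629 lower, among them those 4. Total-count scaling moved the median log2 change of all genes to 0.12 and the split under the block to 991 higher and 433 lower. The 4 genes were HXT7 (YDR342C), HXT6 (YDR343C), YLR154C-H and GLC3 (YEL011W), each with an edgeR adjusted p-value of 0.046. HXT7, a hexose transporter gene, rose from 35.8 ± 6.17 to 658 ± 106 CPM (SD, n = 2), a log2 change of 4.20 with a standard error of 0.379. Its near-identical neighbour HXT6 changed by 3.93, and the authors' counting could have split reads between them or counted the same reads for both. Among the listed genes, 9 had the same 6 counts as another gene, so shared reads may have been counted more than once. HXT7 and HXT6 may therefore not be separate results. GLC3, the glycogen branching enzyme gene, rose from 4.99 ± 0.222 to 60.2 ± 0.862 CPM (SD, n = 2), from 10 and 6 wild-type reads, a log2 change of 3.58. Under total-count scaling without the block none of the 4 passed the threshold. Under the block the rule added TAR1 (log2 change 5.73), HXK1 (YFR053C, 4.30) and HSP12 (3.75) among the increases. The decreases were ARG1 (-2.38), CLG1 (YGL215W, -2.33), ECM10 (YEL030W, -2.10), FRE2 (YKL220C, -1.94) and YHR218W (-1.72). YHR218W rested on counts of 6 in replicate 2 of both groups, and FRE2 on 20 and 10 in the wild type against 20 and 5. CLG1 differed between the wild-type libraries, at 95.2 and 31.4 CPM. Leaving out wild-type replicate 1 gave -1.92, -1.13, -1.92, -1.46 and -0.19 for the decreases in the order listed. Leaving out Ccr4/Pop2 degron replicate 1 gave -2.07, -2.04, -1.22, -1.33 and -1.09. No listed gene had a count under 20 in that library, so stronger decreases could be missing.

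Between both degrons edgeR called 0 genes, with 803 at an unadjusted p-value under 0.05, and with the replicate number as a block (pairing correlation 0.794) 2311, of which 1292 were higher and 1019 lower in the Ccr4/Pop2 degron. Under total-count scaling with the block the split was 473 higher and 2016 lower, where the median change of all genes was -0.33. Against the wild type, 628 genes were called in both degrons under the block. Of these, 218 were higher in both, 277 lower in both and 133 moved in opposite directions. If the calls were independent, 495.8 genes would be shared. Both contrasts use the same wild-type libraries, so the calls are not independent and the excess does not show a shared response. ARG1 was the only gene among the named decreases of both degrons.

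**Figure D3:**
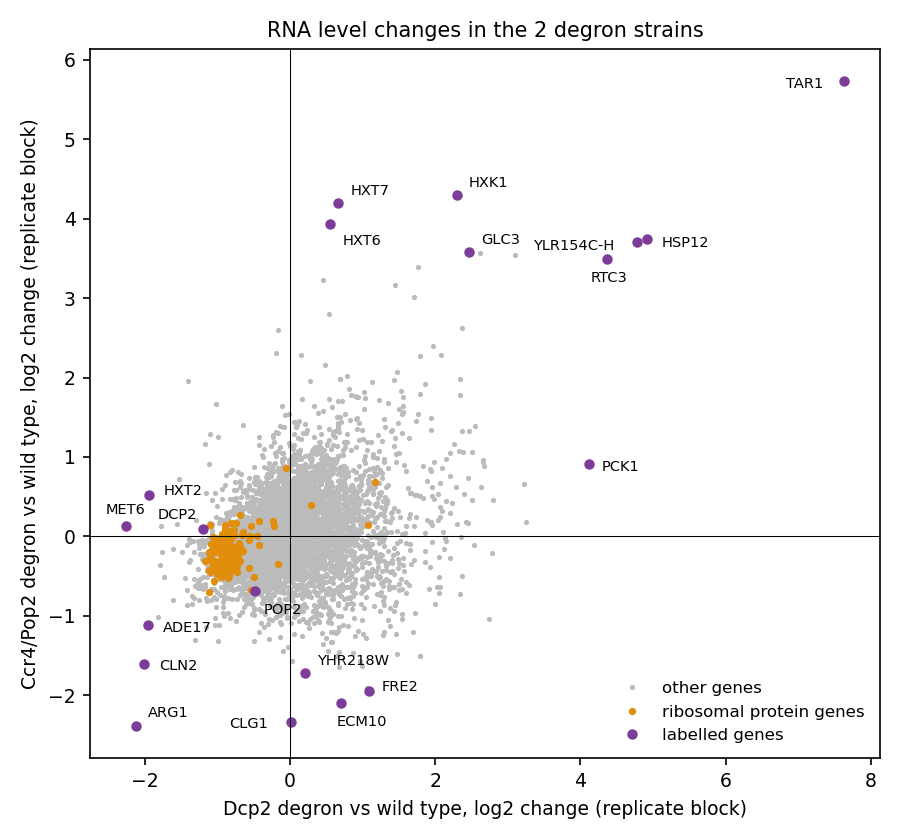
Log2 change in RNA level against the wild type in the Dcp2 degron (horizontal) and the Ccr4/Pop2 degron (vertical), from edgeR with the replicate number as a block, for 4909 genes. Orange points are the 137 ribosomal protein genes, which centre on -0.87 in the Dcp2 degron and -0.20 in the Ccr4/Pop2 degron, and purple points are labelled genes, TAR1 at 7.63 and 5.73 being the farthest out.

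Ribosomal protein genes form a large class of abundant messenger RNAs. They took 39.5% and 54.2% of reads in the wild type (95% Wilson intervals 39.4 to 39.5 and 54.1 to 54.2), 30.3% and 43.6% in the Dcp2 degron (30.2 to 30.4 and 43.5 to 43.6) and 36.8% and 50.4% in the Ccr4/Pop2 degron (36.7 to 36.8 and 50.3 to 50.5). The share was lower in each degron than in the same-numbered wild-type library, but the 3 replicate 1 libraries, at 30.3% to 39.5%, all lay below the 3 replicate 2 libraries, at 43.6% to 54.2%, and the group means of 46.8 ± 10.4%, 36.9 ± 9.37% and 43.6 ± 9.65% (SD, n = 2) overlapped. As a set of 137 genes their median log2 change was -0.87 in the Dcp2 degron, where limma's camera gave an adjusted p-value of 1.1e-15. With the replicate number as a block, given the pairing correlation of 0.804, it was -0.87 with a camera adjusted p-value of 3.9e-56. Same-numbered differences were -0.92 and -0.81. Without the block, the median level of the set had a pooled SD between replicates of 0.64. The genes of the set thus moved together between replicates, which camera's preset leaves out, so its p-values may be too small. Under total-count scaling the set stood at -0.36 while all genes stood at 0.51. Leaving out each replicate gave -1.37 to -0.37. In the Ccr4/Pop2 degron the set changed by -0.21 (limma's camera, adjusted p-value 0.0166), and with the replicate number as a block (pairing correlation 0.823) by -0.20 (adjusted p-value 3.6e-06). Same-numbered differences were -0.13 and -0.29, and total-count scaling gave -0.067. Without the block, the pooled SD of the set's median level between replicates was 0.55, larger than the change, and the same limit holds for camera's p-values. The 4 settings that each left out a replicate, which set unequal replicate numbers against each other, ranged from -0.60 to 0.26. Under the block 130 of the 137 genes were called lower and 2 higher in the Dcp2 degron, and 43 lower and 3 higher in the Ccr4/Pop2 degron.

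Tails of ribosomal protein genes were shorter than those of the median gene in all 6 libraries, at 32.5 ± 0.502 nt in the wild type, 31.0 ± 1.90 nt in the Dcp2 degron and 39.4 ± 0.608 nt in the Ccr4/Pop2 degron (SD, n = 2). In the Dcp2 degron their median log2 tail change was -0.062 against -0.22 for all genes (limma's camera, adjusted p-value 2.2e-07, and 4.2e-08 with the replicate number as a block, where the tail-length pairing correlation was 0.257). In the Ccr4/Pop2 degron it was 0.277 against 0.3002 (adjusted p-value 0.0155, and 0.0314 with the replicate block, pairing correlation 0.148). Relative to the median of each library the set thus moved the other way, by 0.15 and -0.056.

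The last comparisons were made across the 3949 genes and describe these libraries, since genes are not independent replicates. Genes with longer tails in the wild type had larger changes in level in the Dcp2 degron, with a Spearman coefficient of 0.301 (0.304 with the replicate number as a block, pairing correlation 0.804), and 0.0632 in the Ccr4/Pop2 degron (0.0663 with the block). Within replicate 1 and replicate 2 alone the coefficients were 0.257 and 0.255 in the Dcp2 degron and 0.0243 and 0.0986 in the Ccr4/Pop2 degron. Level changes in both degrons correlated at 0.273 (0.288 with the replicate block), at 0.312 and 0.292 within the replicate numbers, and at 0.203 when one degron was taken from replicate 1 and the other from replicate 2, each against the wild-type library of its own number. In the Dcp2 degron the change in level and the change in tail length were related at -0.513, with -0.466 and -0.411 within the replicate numbers, and at -0.379 when level and tail came from libraries of different numbers. Tails of the 595 genes called higher under the block changed by a median of -0.39 on the log2 scale, those of the 954 called lower by -0.093 and those of the other 2400 by -0.24. No such relation was measured in the Ccr4/Pop2 degron, where the coefficient was -0.0050 and the medians of the 578 higher, 559 lower and 2812 other genes were 0.29, 0.29 and 0.303.

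**Figure D4:**
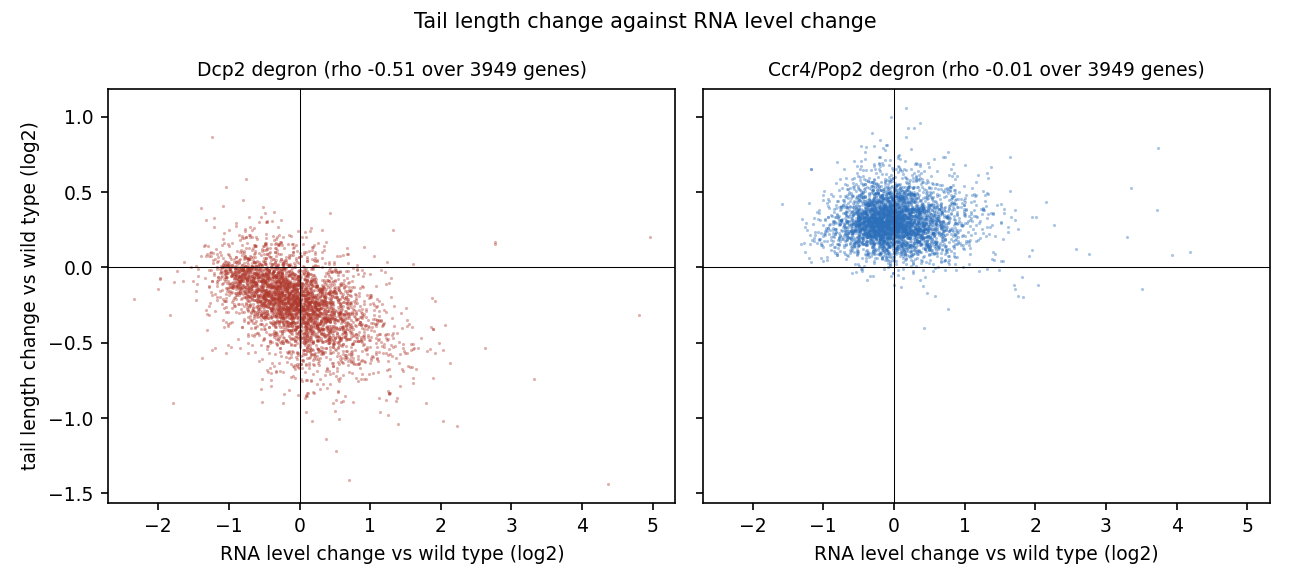
Log2 change in poly(A) tail length (vertical) against log2 change in RNA level (horizontal) relative to the wild type, without the block, for 3949 genes in the Dcp2 degron (left) and the Ccr4/Pop2 degron (right). Each point is a gene; the Spearman coefficient across genes was -0.513 on the left and -0.0050 on the right, where most genes lie above 0.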

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

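The tests of library depth and of ribosomal protein genes on the tail-length difference were chosen only after that difference was seen, and the comparisons of calls between scalings were added after the data were examined.

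Against the wild type, the tail of the median gene moved in opposite directions in both degrons in both same-numbered pairs, and the direct difference between the degrons was 16 nt. With 2 libraries against 2 its exact permutation p-value of 0.333 is the smallest possible, so this test alone does not separate the groups. The difference may have followed from library depth, because replicate 1 of the Ccr4/Pop2 degron has a far higher total count than all other libraries. Whether that library was deeper is uncertain, because its counts may not be numbers of separate reads. Between the replicate 2 libraries, with 1967303 and 1825046 reads, the tail difference was still 12.8 nt, which speaks against depth as the explanation. Over the ribosomal protein genes alone the difference was 8.35 nt in the same direction. This does not decide whether the mix of abundant genes plays a part, because the median over a fixed set weights all genes equally and cannot follow their abundance. A hypothesis is that loss of deadenylases leaves longer tails while RNAs with short tails accumulate after loss of decapping. The design does not separate the depletions from the other alleles of the strains.

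The direct contrast of the degrons gave 2749 genes with a different tail length, 2748 of them longer in the Ccr4/Pop2 degron. The single exception, MPS2 (YGL075C), had 21.1 and 27.6 nt in the Ccr4/Pop2 degron and 46.5 and 30.9 nt in the Dcp2 degron, with limma's adjusted p-value of 0.0498, and its name is given because the count is 1. It was chosen after its values were seen. No gene was called shorter at a minimum of 10 reads, at a mean of at least 20 reads or in the model of only the 2 degrons. With the replicate block, without the logarithm and with a trend on mean log2 reads, 1 gene was called shorter. A shorter call thus depended on the setting. Centring every library on its median left 0 calls, with 893 genes at an unadjusted p-value under 0.05. Centring takes out any shift shared by all genes, and the genes left under the unadjusted threshold were not examined for differences beyond it. The depth test above (12.8 nt) bears on the shift of the median gene and not on single genes.

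Under the replicate block, 133 genes passed the threshold against the wild type in both degrons in opposite directions, 90 of them higher in the Dcp2 degron and 43 higher in the Ccr4/Pop2 degron. All 133 also differed between the degrons in the direct contrast under the same block, which their selection as opposite changes nearly fixed in advance. Since both changes share the wild-type libraries, errors in those libraries would push both changes the same way and are an unlikely source of opposite ones. The coefficient between level changes was 0.203 with the degrons taken from different replicate numbers, each against the wild-type library of its own number. It was 0.312 and 0.292 within single replicate numbers and 0.273 with all libraries, so a part of the relation may come from the shared libraries. DESeq2 with the block gave 57 such genes, all among the 133, RLE scaling gave 140 with 131 shared, and total-count scaling gave 189 with 84 shared. The last setting moved the median change of all genes to 0.5135 in the Dcp2 degron and 0.102 in the Ccr4/Pop2 degron, a shift over all genes that does not test single ones. A different response of these genes to the 2 depletions remains a hypothesis.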

How the results depend on the processing

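All combinations of the replicate block with a second choice, and the block and matched pairing for the relations across genes, were chosen after seeing the data.

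The counts of genes called for RNA level depended on the block more than on any other choice that was tried. They rose from 0 to 1834 (Dcp2 degron against wild type), from 4 to 1327 (Ccr4/Pop2 degron against wild type) and from 0 to 2311 (between the degrons), in that order below. Without the block, DESeq2 called 53, 33 and 155 genes. Total-count scaling called 5 in the first contrast and 0 in the second (196 at an unadjusted p-value under 0.05), RLE scaling 2 in the second, and both the model of only the 2 groups (283 unadjusted) and an adjusted p-value under 0.01 (392 unadjusted) left 0 there. With the block, counts were 1278, 788 and 1595 with DESeq2, of which 1278, 786 and 1595 were shared with edgeR. They were 1870, 1371 and 2311 with RLE scaling, 2790, 1424 and 2489 with total counts, and 730, 503 and 644 among the 1300 genes of at least 100 CPM on average. Leaving out all but 1 copy of genes with identical counts gave 1833, 1324 and 2304, and only the 2 groups compared gave 1874, 1697 and 1879. A 2-fold change in addition gave 535, 282 and 698, with 377 higher and 158 lower, 197 and 85, and 221 and 477. Under the block alone the splits were 866 and 968, 698 and 629, and 1292 and 1019. The balance of directions therefore depended on this choice, and between the degrons it reversed. On simulated data the model without the block recovered 0% of changed genes and the model with the replicate block 98.5%. Those data were built with a replicate difference shared by all groups, so they cannot show that the block is right for the real libraries. In the models of all 6 libraries the filters on low counts removed 0 genes and could not move the counts. The models of only 2 groups tested 4909, 4877 and 4907 genes. Opposite calls in both degrons fell from 133 to 57 with DESeq2.

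For tail length, the Dcp2 degron against the wild type gave 2 genes without the logarithm and 1 after centring, with or without the replicate block, in place of 0. The Ccr4/Pop2 degron against the wild type gave 2336 when only these 2 groups entered, whose replicates are closer together than those of the Dcp2 degron. Between the degrons, 1739 of 2376 genes passed at a minimum of 50 reads, where fewer genes are tested, and 0 passed after centring, with and without the block (965 and 893 unadjusted). The read-weighted tail difference of the Ccr4/Pop2 degron was 7.82 nt. Centring reversed the tail change of ribosomal protein genes to 0.15 in the Dcp2 degron and to -0.056 in the Ccr4/Pop2 degron, because all genes had moved further the same way. Leaving out each replicate gave -0.13 to 0.014 and 0.25 to 0.299.

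The coefficient of wild-type tail length with level change in the Dcp2 degron, 0.301, became 0.337 and 0.257 at minimums of 10 and 50 reads, 0.2496 without ribosomal protein genes, 0.304 both as a ratio of means and with the replicate block, 0.235 with different wild-type libraries on each axis, and 0.273 with number-matched pairs. Its range without each replicate was 0.149 to 0.388, and for the Ccr4/Pop2 degron -0.065 to 0.169. The coefficient between both level changes, 0.273, became 0.251 and 0.357 at 10 and 50 reads, 0.255 without ribosomal protein genes, 0.288 with the block, 0.203 with number-matched pairs and -0.144 with different wild-type libraries not matched by number, where the replicate difference enters both axes with opposite signs. Leaving out each replicate gave 0.012 to 0.623. Level with tail change in the Dcp2 degron, -0.513, became -0.564 at 50 reads and -0.379 with number-matched pairs, and ranged from -0.528 to -0.254 without each replicate. In the Ccr4/Pop2 degron that range was -0.192 to 0.094, so no direction can be given. Where no reason is named, the cause was not tested.

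For POP2 in the Dcp2 degron, total counts turned the level change to 0.039 and centring the tail change to 0.0398. Over the 30 gene results, 86 settings with a test left 53 on the same side of the threshold and in the same direction, 25 became stronger, 6 weaker and 2 reversed. Leaving out a replicate left an arm with 1 library, so calls and counts have no such values, and 17 of 120 gene values moved by more than the spread between replicates. A second tail summary was planned and not run, since medians alone were analysed. At a minimum of 50 reads in every library, tail calls against the wild type were again 0 in the Dcp2 degron (428 at an unadjusted p-value under 0.05) and 0 in the Ccr4/Pop2 degron (778).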

Other observations

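Among the tests below, that of the ribosomal DNA repeat was chosen only after the result was seen.

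Libraries with the same replicate number shared deviations from their group means in read counts, with a mean correlation of 0.807. Gene length was tested as an explanation: the coefficient for replicate 2 minus replicate 1 correlated with log2 gene length at -0.534 across genes, and its median went from 0.78 in the shortest to -0.37 in the longest of 5 length bins. Length bias, which RNA integrity or library preparation could introduce, is consistent with that. It is not the whole difference, because the mean correlation was still 0.725 after length and GC content were taken out. GC content itself gave -0.0134, and after thinning every library to 1067250 reads the mean correlation was 0.734, so GC content and depth are set aside. Without ribosomal protein genes the mean correlation was 0.797, so these genes alone do not carry it. This does not decide whether their differing share of reads plays a part, because leaving out 137 of 4909 genes can hardly move the value. A difference in culture between the replicate numbers remains possible and no biological explanation was tested. Changes against the wild type under the replicate block were less tied to length, at -0.132 in the Dcp2 degron, too weak to explain the changes and too strong to dismiss, and at -0.0373 in the Ccr4/Pop2 degron.

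The authors' deposited log2 mean counts average raw counts, and replicate 1 holds 82.2% of the summed counts of the Ccr4/Pop2 degron against 51.5% in the wild type. A candidate explanation for their departure from the change under the block is that this mean follows replicate 1. The departure correlated with the replicate coefficient at -0.959 across genes. In the Dcp2 degron, where replicate 1 holds 35.2% of the summed counts, that correlation was 0.990. Unequal weights of the replicates nearly fix such a correlation in advance, so it is no independent test. The share of 82.2% rests on counts that may not be numbers of separate reads. For ribosomal protein genes in the Ccr4/Pop2 degron the authors' log2 means gave a median difference of -0.50, against -0.20 under the replicate block. The sign differed in 0.678% of the 1327 genes called under the block. A low share follows largely from their selection as clear changes, and other genes were not compared for sign.

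No gene in the table had fewer than 20 reads in replicate 1 of either degron. Such a selection could raise the ratios of weakly expressed genes in those libraries. Counts of the Ccr4/Pop2 degron library may not be numbers of separate reads. Its minimum of 20 may therefore stand for fewer reads than that of the Dcp2 degron library. In the 491 genes with the lowest mean, the replicate 1 ratio exceeded the replicate 2 ratio by 0.127 more than in the other genes for the Dcp2 degron, and by 0.0662 for the Ccr4/Pop2 degron. Both have the direction that a selection would give, the noise of these differences was not estimated, and a small effect remains possible in both.

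In the Dcp2 degron, genes that rose had tails that shortened most. A shared measurement error may contribute, as level and tail come from the same reads: the coefficient, -0.513 with all libraries and on average -0.439 within single replicate numbers, was on average -0.379 (-0.453 and -0.305) with level and tail from different replicate numbers. These 2 values lie further apart than the averages do, so a part from shared error was neither shown nor excluded. Gene length does not account for the relation, with -0.516 among genes of middle length. In the wild type, genes called higher under the block had median tails of 41.5 and 45.5 nt, and those called lower 35.6 and 40.2 nt. In the Dcp2 degron these were 30.4 and 36.6 nt against 32.0 and 39.1 nt. The classes thus differed more in the wild type than in the degron, and starting tail length was not taken out of the relation. The hypothesis that undecapped RNAs with short tails accumulate after loss of Dcp2 fits this relation, and the level of intermediates was not measured here.

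Shared alleles and transgenes of the degron strains might explain why level changes in both degrons were related. TRP1 (YDR007W), of which the degron strains carry an inserted copy, was higher than in the wild type in 4 of 4 same-numbered pairs, by 1.52 and 1.19 in the Dcp2 degron and by 0.61 and 0.24 in the Ccr4/Pop2 degron. The smallest ratio was 0.238. A single marker gene cannot show whether a relation over 3949 genes comes from shared alleles, and other alleles were not tested, so this question was left undecided.

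TAR1 and YLR154C-H, which overlap ribosomal RNA genes in the R64 annotation, rose in both degrons. Reads of ribosomal RNA precursors, which decay factors may normally clear once polyadenylated, are a candidate source. The strands of the genes and of the reads were not compared, so whether this source could serve both genes was not tested. YLR154C-G, the only other listed gene that overlaps a ribosomal RNA gene, also rose, by 1.43 and 1.13 (replicate block, Dcp2 and Ccr4/Pop2 degron). The test written for this took all 11 listed genes of the repeat, whose smaller median change was 0.885. It does not decide the matter, because 8 of them overlap no ribosomal RNA gene and 4 of those are near-identical ASP3 copies with nearly the same counts. Among these 8, YLR156W, YLR157W-E, YLR159W and YLR161W rose by 2.20 to 2.67 in the Dcp2 degron. In the Ccr4/Pop2 degron they changed by 0.76 to 0.96. There YLR157W-E and YLR161W did not pass the threshold, with edgeR adjusted p-values of 0.14 and 0.0805 under the block. ASP3-1 changed by 0.24 and -0.72. The source of the TAR1 reads was not shown.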
